A study of Homo sapiens with 6 samples. Its data were reported in "Inhibition of CBP synergizes with the RNA-dependent mechanisms of Azacitidine by limiting protein synthesis" (2021).

How the data were processed

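The data were hairpin counts from genomic DNA of SKK-1 cells that carried the pool of 7296 hairpins, in 3 untreated and 3 AZA-treated samples. The authors amplified the guide strands of the hairpins from genomic DNA by PCR, sequenced the products and deposited 1 file of raw counts per sample. Each file lists the hairpins with at least 1 count, with Entrez identifier and gene symbol, and a hairpin missing from a file was taken as 0. The submitters' processing notes name CASAVA 1.9 and GRCh37. The program that assigned reads to hairpins is not given in the sources used here. The deposited counts carry no molecular identifiers, so PCR duplicates cannot be removed, and intervals and floors cover counting error only.

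Groups and replicate numbers were taken from the sample titles. All 912 genes were matched to RefSeq by Entrez identifier, and 60 have another current symbol. A symbol that a spreadsheet had turned into a date was restored from the identifiers of its 8 hairpins. 1 further hairpin, against MYB, carries no Entrez identifier and was kept as a 9th hairpin of that gene. Gene positions are those of GENCODE release 44 on GRCh38, since the files hold none. They locate the targeted gene, not the hairpin.

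Counts were normalized by TMM and tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Hairpins with CPM above 0.5 in at least 3 libraries were kept, 7262 in all, which removed 31. Hairpins were tested with the quasi-likelihood test, treatment being the only term. The hairpins of each gene with 3 or more tested hairpins were combined by the rotation test (mroast, mean set statistic, 9999 rotations, smallest possible p 0.0001). The 29 gene lists were tested in the same way over all hairpins of their genes. P-values were adjusted by Benjamini-Hochberg within each family and 0.05 was the threshold. Fold changes are AZA over untreated on the log2 scale. A gene's value is the mean over its hairpins. Values of log2 CPM used a prior count of 2.

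Library evenness was compared by exact two-sided permutation of the 6 libraries. This ignores the replicate pairs, and a paired permutation, which has fewer arrangements, could not reach as small a p. Counts of genes with 5 or more hairpins of one sign were set against 10000 random assignments of the tested hairpins to genes and against a binomial model. List means were also set against 10000 random gene lists of the same size.

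The genes and hairpins to be named, the lists, the tests and most alternatives were fixed before the data were examined. Named were CREBBP, EP300, NAA15, HMGA2, CBX3, NSUN3 and NAA10, which the study names or, for NAA10, which is the partner of NAA15; per direction the 8 genes with the smallest rotation p among those with at least 5 hairpins of that sign; up to 2 members of each list with the smallest rotation p; per direction the 5 hairpins with the smallest p; and every hairpin of CREBBP and NAA15. Genes on the Y chromosome were not named, and 1 gene that this rule takes is not reported here.

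Replicate numbers pair the samples, because each transduced culture was divided into both groups. Deviations from the group means of log2 CPM correlated at 0.125, 0.117 and 0.140 between libraries of the same number and at -0.0978 to -0.0232 between others (across hairpins, which are not independent replicates). A fit with the replicate number as a block was therefore run for every edgeR result, beside the unpaired fit. Libraries of one group were compared for duplicates and differed far beyond sampling noise (chi-square per degree of freedom 438 to 909). Correlations of log2 CPM were 0.407 to 0.420 within untreated and 0.549 to 0.570 within AZA libraries.

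Alternatives were DESeq2 size factors, library totals, scaling on genes of germ cells or other tissues, no count filter, CPM above 10, the replicate block, leaving out each library, robust dispersions, the edgeR exact and likelihood-ratio tests, the DESeq2 1.42.0 Wald test, more rotations, fry, camera, the mean50 set statistic, leaving out the strongest hairpin of each gene, 6 or more hairpins and the sign on mean log2 CPM. Library evenness was recomputed on counts thinned to the smallest library and on filtered hairpins. A limma voom fit with a weight per group was added after the data had been seen.

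The tests were checked on simulated data with the real means, library sizes and pooled dispersions, in which 25 genes with 200 hairpins were changed among 912 genes. Each setting was 1 simulated screen, in which all hairpins of a changed gene had the same change. The shares found are therefore rough, and do not hold for genes of which only some hairpins work. The median absolute log2 fold change of changed hairpins was 1.05, 2.04 and 3.96 for 2-, 4- and 16-fold changes. The quasi-likelihood test found 0% of changed hairpins at 2-fold, 9% at 4-fold and 57.5% at 16-fold, and the rotation test found 1, 0 and 17 of the 25 genes. With unchanged counts 2 hairpins and 0 genes were called. The common coefficient of variation between libraries was 0.766. With a separate spread for each group, 0% of hairpins and 9 of 25 genes were found at 4-fold, and 59.5% and 20 of 25 at 16-fold.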

Results

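The screen asked which chromatin regulators alter the response of leukemic cells to azacitidine (AZA), a cytidine analogue that is incorporated into RNA and DNA. SKK-1, an established human cell line derived from acute myeloid leukemia, carried a lentiviral pool of 7296 short hairpin RNAs (shRNAs, called hairpins here) against 912 genes, with 8 hairpins per gene. Each of 3 transduced cultures was divided into an untreated part and a part that received 0.25 µM AZA every 2 days, and genomic DNA was taken at 14 days. The hairpins were amplified from this DNA and counted by sequencing, so that a count reflects how many cells carried a hairpin at harvest. The 6 libraries held 12292575, 18035555 and 19645459 counts (untreated replicates 1, 2 and 3) and 18542022, 20309292 and 22587662 counts (AZA replicates 1, 2 and 3). The median hairpin had 1229 to 1953 counts in the untreated and 2035 to 2511 counts in the AZA libraries. In all, 7293 hairpins were seen in at least 1 library, among them a 9th hairpin against MYB that may not belong to the pool, and all 912 genes were covered.

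A first comparison asked whether treatment narrowed the pool. The counts were more evenly divided among hairpins in every AZA library than in any untreated library. The Gini coefficient, which is 0 when all hairpins are equally abundant, was 0.403 ± 0.00376 under AZA and 0.497 ± 0.0150 without drug (mean ± SD, n = 3 each; exact two-sided permutation p = 0.1, the smallest that 3 against 3 libraries can give). Hairpins at 0 counts numbered 30.3 ± 2.31 per AZA library and 87.7 ± 16.9 per untreated library (n = 3 each, exact permutation p = 0.1). The most abundant 1% of hairpins held 5.11% ± 0.0398 of the counts under AZA and 6.64% ± 0.687 without drug (n = 3 each, exact permutation p = 0.1). Each of these differences exceeded the SD of either group. The permutation took the libraries as unpaired. A count of 0 allows up to 0.133 to 0.244 CPM (counts scaled to a common library total) in these libraries, for counting error only.

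**Figure D1:**
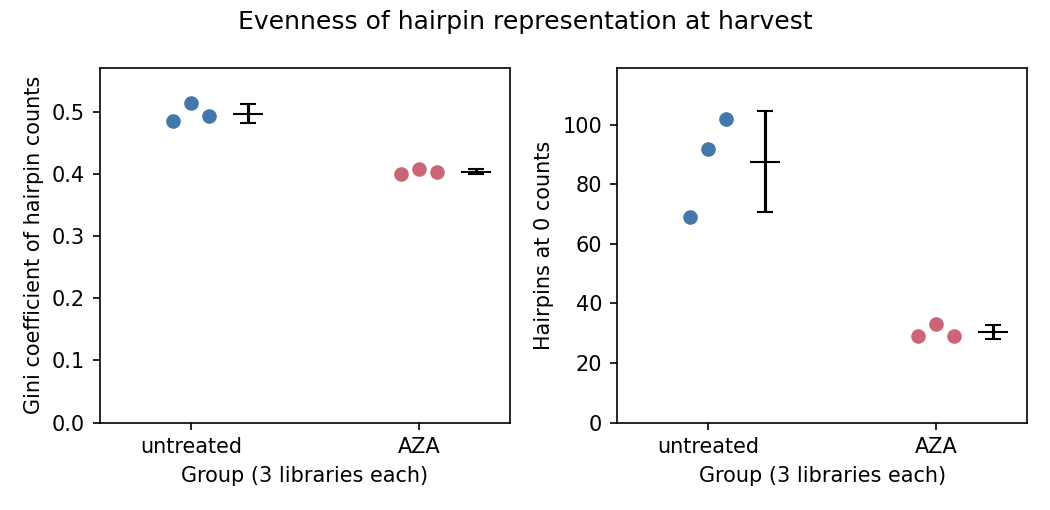
Gini coefficient of hairpin counts (left) and number of hairpins at 0 counts (right) in each library, by group. Dots are the 3 libraries of a group, and the bar with whiskers is their mean ± SD. Every AZA library lies below every untreated library, with at most 33 hairpins at 0 against at least 69.

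The second comparison asked which hairpins differed in abundance between treated and untreated cells. Hairpins against CREBBP, which encodes the lysine acetyltransferase and transcriptional coactivator CBP, had the 3 smallest p values. CREBBP.3254 fell from 3024 ± 441 to 624 ± 152 normalized CPM (log2 fold change -2.28 ± 0.22 SE, n = 3 each, edgeR adjusted p = 0.00254). CREBBP.2034 fell from 2632 ± 272 to 775 ± 99.4 CPM (-1.76 ± 0.19, edgeR adjusted p = 0.00298) and CREBBP.1135 from 2382 ± 49.1 to 718 ± 145 CPM (-1.73 ± 0.20, edgeR adjusted p = 0.00501). The fourth depleted hairpin, USP51.2319, targets a deubiquitinase and fell from 880 ± 150 to 234 ± 47.2 CPM (-1.91 ± 0.28, edgeR adjusted p = 0.0356). A single hairpin rose, NAA15.2439 against the auxiliary subunit of the N-terminal acetyltransferase NatA, from 406 ± 62.0 to 1382 ± 181 CPM (1.77 ± 0.24, edgeR adjusted p = 0.0152). All 5 moved the same way in 3 of 3 replicate pairs.

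These 5 were the hairpins of 7262 tested that passed an adjusted p of 0.05 in the edgeR quasi-likelihood test, 4 lower and 1 higher. At an unadjusted p under 0.05 there were 408, against 363 by chance, with 270 lower and 138 higher. USP51.2319 was no longer called with the replicate block (edgeR adjusted p = 0.0552), with library totals (0.0606), with scaling on genes of germ cells or other tissues (0.0505) or without any single one of the 6 libraries (0.0795 to 0.411). NAA15.2439 lost its call without untreated replicate 1 (edgeR adjusted p = 0.132) and without AZA replicate 1, 2 or 3 (0.223, 0.278 and 0.0755). CREBBP.2034 lost its call without AZA replicate 1 or 3 (edgeR adjusted p = 0.0618 and 0.0667), and CREBBP.1135 without untreated replicate 1, AZA replicate 2 or AZA replicate 3 (0.0536, 0.102 and 0.0755). CREBBP.3254 was called in all 6 of these refits. The number of hairpins called lower and higher was 2 and 0 without untreated replicate 1, AZA replicate 1 or AZA replicate 2, 1 and 0 without AZA replicate 3, and 3 and 2 without untreated replicate 2. Other tests on the same counts called 4 lower and 9 higher (edgeR exact test), 6 and 10 (edgeR likelihood-ratio test) or 76 and 59 (DESeq2).

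The other hairpins singled out did not pass the edgeR test. On the lower side this was MPHOSPH8.3558 (log2 fold change -1.50 ± 0.28 SE). On the higher side these were NAA15.3422 (1.92 ± 0.33), ACTR5.1575 (6.54 ± 1.34) and BRD9.1120 (2.41 ± 0.53), with edgeR adjusted p of 0.102 to 0.507. DHX9.3408 had 0 counts in all 3 untreated libraries and 42.1 ± 11.5 CPM under AZA, at least 213-fold higher when each untreated library is set to a floor of 3 counts.

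CREBBP (chromosome 16, 3725054 to 3880713, minus strand, GRCh38) had 6 lower and 2 higher hairpins. Besides the 3 called ones, CREBBP.6348, CREBBP.4851 and CREBBP.8490 had log2 fold changes of -0.88, -0.80 and -0.74 and were lower in 3 of 3 replicate pairs. CREBBP.9156 and CREBBP.9964 had 0.22 ± 0.81 and 0.53 ± 0.85 (SE). NAA15 (chromosome 4, 139301446 to 139420033, plus strand, GRCh38) had 8 of 8 hairpins higher. Those not yet given, NAA15.580, NAA15.142, NAA15.4661, NAA15.1242, NAA15.3385 and NAA15.5276, had log2 fold changes of 1.35, 1.25, 0.63, 0.60, 0.36 and 0.29. With the replicate block NAA15.580 and NAA15.142 had 5.30 and 5.70, NAA15.3385 and NAA15.5276 0.96 and 0.47 and CREBBP.9156 0.37, and the mean of NAA15 was 2.19. The unpaired values of the first 2 rest on 1 untreated library each, with counts of 0, 22 and 1764 for NAA15.580 and 11, 3497 and 18 for NAA15.142.

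**Figure D2:**
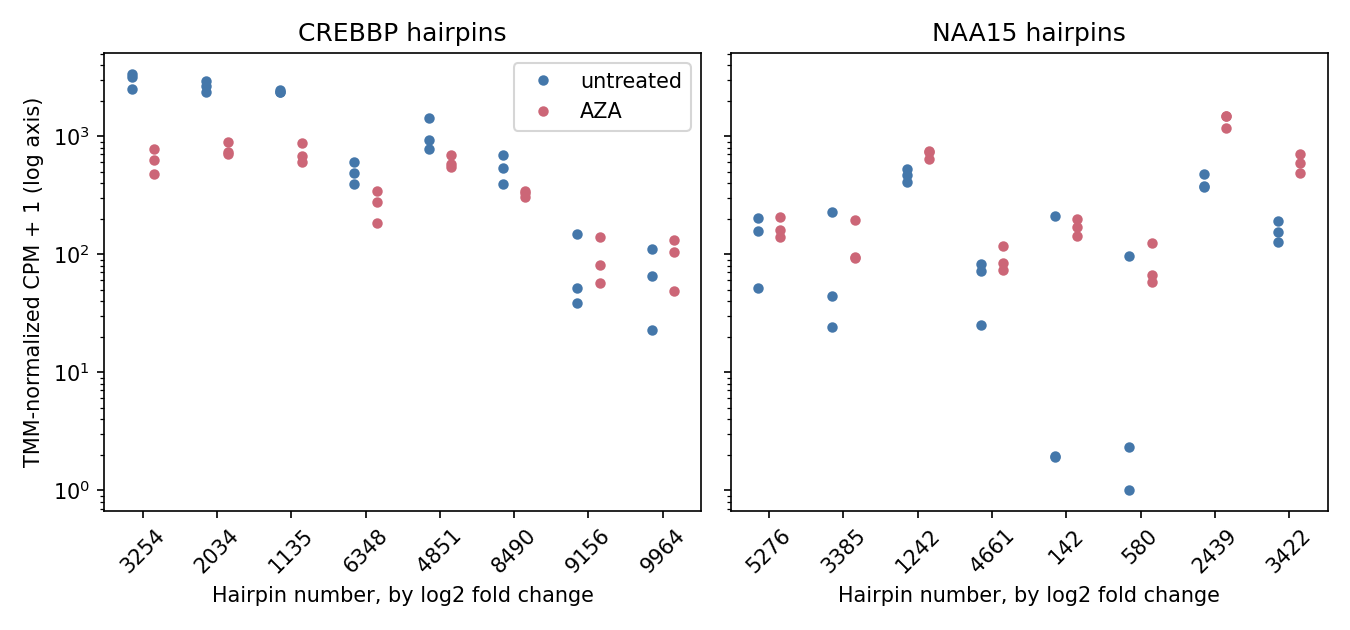
Normalized CPM plus 1 (log axis) of each hairpin against CREBBP (left) and NAA15 (right), ordered by log2 fold change. Dots are single libraries, 3 untreated and 3 AZA. CREBBP.3254, CREBBP.2034 and CREBBP.1135 are among the most abundant hairpins without drug and lower in each AZA library, while NAA15.142 and NAA15.580 each have 1 untreated library far above the other 2.

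The third comparison combined the hairpins of each gene. CREBBP had the lowest rotation p on the lower side (mean log2 fold change -0.93 ± 0.98, SD over 8 hairpins), and NAA15 on the higher side (1.02 ± 0.64). Neither passed the correction over genes (edgeR rotation test, adjusted p = 0.0659 for both), although all 3 replicate pairs went the same way for each. The genes next in order on the lower side were FMR1, an RNA-binding protein (-0.27 ± 0.55), HMGA2, an architectural chromatin protein (-0.63 ± 0.70), DDX60, a helicase linked to antiviral sensing (-0.35 ± 0.53), CBX3, the heterochromatin protein HP1 gamma (-0.82 ± 0.98), ZHX1 (-0.59 ± 0.66), HFM1 (-0.44 ± 0.71) and ERCC6L2 (-0.28 ± 0.96). Those next in order on the higher side were ATXN7L3, a subunit of the SAGA deubiquitinase module (1.08 ± 0.75), FBXO11, a ubiquitin ligase subunit (0.89 ± 0.87), KDM3B, a histone demethylase (0.74 ± 0.75), EED, a core subunit of Polycomb repressive complex 2 (0.67 ± 0.92), GATAD2A (0.17 ± 0.53), SMARCAD1 (0.48 ± 0.57) and TRIM5 (0.47 ± 0.75). With the replicate block the means moved by over 1.5 times for HMGA2 (-0.28), DDX60 (-0.20), EED (1.05), GATAD2A (0.51), SMARCAD1 (0.74) and TRIM5 (0.73), besides NAA15.

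No gene of 912 passed an adjusted p of 0.05 in the edgeR rotation test, where 9 shared the lowest value of 0.0659 and 127 had an unadjusted p under 0.05 (61 lower, 66 higher, against 45.6 by chance). Of the other tests of the same sets, fry called 0 (125 at an unadjusted p under 0.05) and camera with a preset correlation 10, of which 1 was lower. With an estimated correlation camera called 0 (26 at an unadjusted p under 0.05). The edgeR rotation test for change in either direction called 3 genes, CREBBP, NAA15 and BRCA1 (adjusted p = 0.0456 for each), the last named after its values were seen, and with the replicate block CREBBP alone. With the replicate block the directional edgeR test called 0 genes (112 at an unadjusted p under 0.05, lowest adjusted p = 0.388). Scaling by library totals called 1 lower and 9 higher genes.

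Other genes named in the study, and NAA10, were set side by side. NSUN3, a mitochondrial RNA cytosine methyltransferase, had 8 of 8 hairpins lower (-0.78 ± 0.64, SD over hairpins). NAA10, the catalytic subunit of NatA, had 6 of 8 higher (1.32 ± 1.52). EP300, the close relative of CREBBP, had 6 of 8 lower (-0.36 ± 0.54), and its mean was -0.069 with the replicate block and 0.028 without untreated replicate 1. None of these passed the edgeR rotation test after correction (adjusted p = 0.277, 0.156 and 0.649).

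The fourth comparison counted genes by the shared direction of their hairpins, as the study did. With 5 or more hairpins lower there were 441 genes, and with 5 or more higher 249. If hairpins are dealt at random to genes, these counts would be 428 ± 8.54 and 235 ± 8.45 (mean ± SD, 10000 assignments), because 54.9% of all hairpins were lower. The sum of 690 genes exceeded the 663 ± 13.1 of random assignments (one-sided permutation p = 0.020). A binomial model with the same share of lower hairpins gave 428 and 235 genes. At 6 or more hairpins the counts were 230 and 102, against 196 ± 8.58 and 79.4 ± 7.03.

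With the replicate block 293 genes were lower and 420 higher, and the share of lower hairpins was 46.1%. On the difference of mean log2 CPM 279 were lower and 437 higher. Scaling by library totals moved the median log2 fold change of all hairpins from -0.096 to 0.067, past 0, so the 277 lower and 405 higher genes it gave follow from that shift.

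**Figure D3:**
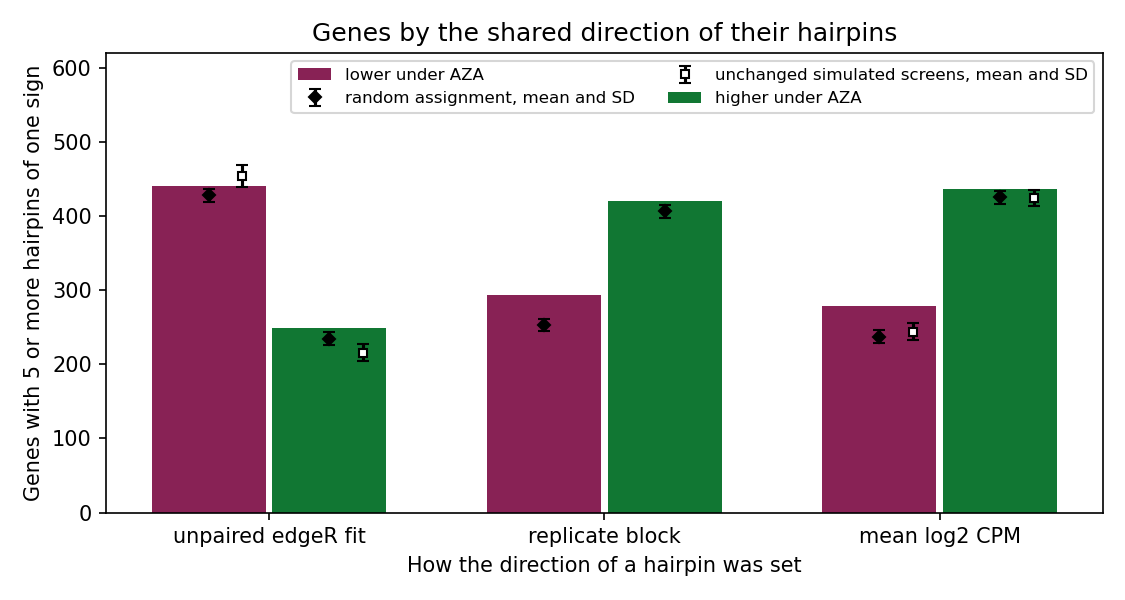
Number of genes with 5 or more hairpins lower or higher under AZA (bars), when the sign of a hairpin is taken from the unpaired edgeR fit, from the fit with the replicate block or from mean log2 CPM. Diamonds are the mean ± SD of random assignments of hairpins to genes and squares that of simulated screens without any change. Lower genes lead in the unpaired fit (441 against 249) and higher genes in the other settings shown.

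The fifth comparison tested 29 gene lists with the edgeR rotation test, of which 5 passed an adjusted p of 0.05. Hairpins against N-terminal acetyltransferases rose (mean log2 fold change 0.98 over 24 hairpins of 3 genes, adjusted p = 0.00725). All 3 genes had positive means, NAA15 and NAA10 among them, and 3 passed when adjusted over the list alone but 0 over all genes. Hairpins against CBP and p300 fell (-0.64 over 16 hairpins of 2 genes, adjusted p = 0.00822), with 1 of 2 genes, CREBBP, passing when adjusted over the list alone and 0 over all genes. The study picked members of both lists on these libraries, so neither list is independent evidence of its direction. With an estimated correlation neither was called (camera adjusted p = 0.0641 and 0.0748), nor was either with the replicate block (edgeR adjusted p = 0.0866 for both).

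RNA cytosine methyltransferases fell (-0.22 over 64 hairpins, edgeR adjusted p = 0.0357), with NSUN3 and NSUN4 (-0.54) as the members with the lowest p and 0 of 8 genes passing when adjusted over the list alone. DEAD- and DEAH-box helicases rose as a list (mean 0.11, median -0.045, edgeR adjusted p = 0.00822), with 26 of 52 gene means positive, 0 genes passing when adjusted over the list alone and DDX3X (0.82) and DDX6 (1.53), RNA helicases with 8 of 8 hairpins higher, in front. SWI/SNF rose as a list (0.14, edgeR adjusted p = 0.00906), with 10 of 21 gene means positive, and BRD9 (0.80) and ARID2 (1.16), subunits of variant complexes, were the 2 of 21 that passed when adjusted over the list alone. With an estimated correlation the adjusted p were 0.311, 0.367 and 0.318 (camera, 0 of 29 lists called and 4 at an unadjusted p under 0.05). With scaling on genes of germ cells or other tissues they were 0.213, 0.213 and 0.195 (edgeR), and with library totals the methyltransferases had 0.140. With voom and a weight per group, chosen after seeing the data, their mean was 0.011, and the rotation test still called the list lower (limma adjusted p = 0.0150), while the helicases and SWI/SNF lost their calls (limma adjusted p = 0.143 and 0.0620). With the replicate block 0 of the 29 lists were called (edgeR adjusted p = 0.0718 to 0.10 for these 5, 9 lists at an unadjusted p under 0.05). The means were then 1.60 for N-terminal acetyltransferases, -0.48 for CBP and p300, 0.51 for the helicases, 0.57 for SWI/SNF and -0.040 for RNA cytosine methyltransferases. The call of RNA cytosine methyltransferases was lost without untreated replicate 1 or 2 or any AZA replicate (0.0504 to 0.133), that of SWI/SNF without untreated replicate 2, AZA replicate 1 or AZA replicate 3 (0.0745, 0.0556 and 0.0504), and that of the helicases without any AZA replicate (0.0583 to 0.0910). The mean of the helicases was 0.039, 0.032 and 0.030 without AZA replicate 1, 2 or 3 and 0.30, 0.26 and 0.24 without untreated replicate 1, 2 or 3. For SWI/SNF these means were 0.067, 0.13 and 0.079 and 0.34, 0.26 and 0.28, and for RNA cytosine methyltransferases -0.22, -0.30 and -0.24 and -0.12, -0.049 and -0.25.

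The other 24 lists did not pass. Among chromatin complexes, mean log2 fold changes were 0.081 for Polycomb repressive complex 2 (EED 0.67, SUZ12 0.29), -0.019 for Polycomb repressive complex 1 (RING1 0.56, CBX8 -0.64), -0.28 for HP1 and H3K9 methylation (CBX3 -0.82, MPHOSPH8 -0.27), -0.035 for NuRD (GATAD2A 0.17, MTA3 -0.36), 0.070 for INO80, SRCAP and TIP60 (ACTR5 1.03, MORF4L1 -0.91), 0.098 for SAGA (ATXN7L3 1.08, TAF5L 0.15) and 0.14 for COMPASS and MLL (DPY30 1.02, SETD1B 0.69). Their edgeR adjusted p were 0.149 to 0.574. When adjusted over the list alone, 1 gene each passed in Polycomb repressive complex 2, HP1 and H3K9 methylation, NuRD and SAGA. The medians of INO80, SRCAP and TIP60 (-0.064) and of SAGA (-0.034) were negative.

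Among enzymes and readers of chromatin marks, mean log2 fold changes were -0.046 for other lysine acetyltransferases (NCOA1 -0.35, HAT1 -0.46), 0.22 for BET bromodomain proteins (BRD2 0.78), 0.039 for histone deacetylases (HDAC2 0.17, HDAC7 0.38), -0.090 for sirtuins (SIRT5 -0.24, SIRT1 -0.087), -0.0042 for lysine demethylases (KDM3B 0.74, JHDM1D 0.31), -0.16 for arginine methyltransferases (PRMT3 -0.59, CARM1 0.019) and -0.024 for the PARP family (PARP1 0.51, PARP3 0.54). DNA methylation machinery, to which the DNA methyltransferases inhibited by AZA belong, had 0.40 (HELLS 0.54, UHRF1 0.54). DNA demethylation had -0.17 (TDG -0.25, TET3 -0.58) and methyl-CpG readers -0.014 (MBD6 0.48, MBD2 0.073). Their edgeR adjusted p were 0.149 to 0.856. When adjusted over the list alone, 1 gene each passed among lysine demethylases and in DNA methylation machinery, and the median of histone deacetylases was -0.035.

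Among lists on growth and stress, the means were 0.017 for core essential genes (DHX8 1.48, MCM2 -0.022), -0.0077 for ribosome biogenesis and translation (FTSJ3 0.87, DDX56 0.77), -0.041 for DNA replication and histone chaperones (SUPT16H -0.63, SSRP1 0.63) and -0.042 for DNA damage response and repair (PARP1 0.51, MSH6 0.23). Nucleoside metabolism had 0.022 (ADA -0.42, HPRT1 0.53), and double-stranded RNA sensing and editing 0.11 (DDX60 -0.35, DDX58 0.36). Genes of germ cells or other tissues, which the cells need not express, had -0.051 (DDX4 0.24, RAG2 -0.36). Their edgeR adjusted p were 0.182 to 0.938. The medians of core essential genes (-0.099) and of double-stranded RNA sensing and editing (-0.11) were negative, and 2 genes of the latter passed when adjusted over the list alone. The test pointed up while the mean was negative for methyl-CpG readers, NuRD, lysine demethylases, ribosome biogenesis and translation, Polycomb repressive complex 1, DNA replication and histone chaperones and the PARP family, and the directions of many of these small means turned under other scalings.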

Values the study reported

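The study reported that hairpins against 451 genes were depleted and hairpins against 252 genes were enriched in the treated cells, counting genes for which at least 5 of the 8 hairpins moved the same way. Its library held 7296 hairpins against 912 genes. In cells with a single knockdown, outside the screen, the study reported lower viability under AZA and a faster loss from mixed cultures for CBP, and higher viability under AZA for NAA15. It also reported that inhibitors of CBP and p300 lowered the viability of leukemic cell lines synergistically with AZA. No synergy was reported where decitabine, a related drug incorporated only into DNA, was tested.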

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

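The fit with voom and a weight per group was chosen after seeing the data. The cause of the changes below was not tested, except that 6 or more hairpins is a stricter limit by construction and that leaving out a library leaves fewer samples. Differences in library evenness kept their direction in every alternative run. DESeq2 size factors, no count filter, CPM above 10, robust dispersions and more rotations kept within 1.5 times every count of calls they were run for. Robust dispersions were run for hairpins and genes only, and more rotations for genes only. Beyond the calls of USP51.2319 and of the 5 lists, the replicate block changed no other call of a named hairpin, gene or list in the directional tests. Depth limits hairpins at 0 in a group, for which only a bound on the fold can be given.

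Library totals gave 2 higher hairpins, 1 lower and 9 higher genes, 277 genes with 5 or more lower and 405 with 5 or more higher hairpins, and 1 lower and 17 higher lists. Scaling on genes of germ cells or other tissues gave 1 lower list. The replicate block gave 293 and 420 genes by sign and 0 lower and 0 higher lists. The edgeR exact test called 9 higher hairpins, the edgeR likelihood-ratio test 10, and the DESeq2 Wald test 76 lower and 59 higher. For genes, camera called 1 lower and 9 higher, the mean50 set statistic 1 higher (NAA10), and the test without the strongest hairpin of each gene 1 higher (FBXO11). The sign counts were 230 and 102 at 6 or more hairpins and 279 and 437 on mean log2 CPM. For lists, camera called 1 lower and 1 higher with the preset correlation and 0 and 0 with the estimated correlation, and random gene lists 0 lower and 1 higher. With voom 1 gene was lower and 1 higher (CREBBP and NAA15), 283 and 426 genes were counted by sign, and 1 list was higher. Without single libraries, 1 to 3 hairpins were lower and 0 to 2 higher, and 1 to 2 lists lower and 1 to 6 higher.

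Mean log2 fold changes that changed sign were as follows. With DESeq2 size factors the value was -0.0019 for the list core essential genes. With library totals only the value was 0.081 for SIRT1, 0.14 for MCM2, 0.12 for other lysine acetyltransferases, 0.15 for methyl-CpG readers, 0.15 for Polycomb repressive complex 1, 0.13 for NuRD, 0.076 for sirtuins, 0.16 for lysine demethylases, 0.14 for PARP family, 0.16 for ribosome biogenesis and translation, 0.12 for DNA replication and histone chaperones, 0.12 for DNA damage response and repair, 0.11 for genes of germ cells or other tissues. With scaling on genes of germ cells or other tissues the value was 0.028 for MCM2, 0.038 for methyl-CpG readers, 0.023 for Polycomb repressive complex 1, 0.0081 for NuRD, 0.041 for lysine demethylases, 0.023 for PARP family, 0.034 for ribosome biogenesis and translation, 0.0043 for DNA replication and histone chaperones, 0.0050 for DNA damage response and repair. With no count filter the value was 0.11 for other lysine acetyltransferases, -0.10 for histone deacetylases, 0.063 for sirtuins, 0.055 for lysine demethylases, -0.0082 for core essential genes. With the replicate block the value was 0.081 for MPHOSPH8, 0.11 for SIRT5, 0.35 for MCM2, 0.16 for other lysine acetyltransferases, 0.44 for methyl-CpG readers, 0.30 for Polycomb repressive complex 1, 0.30 for NuRD, 0.14 for sirtuins, 0.25 for lysine demethylases, 0.18 for arginine methyltransferases, 0.20 for PARP family, 0.50 for ribosome biogenesis and translation, 0.33 for DNA replication and histone chaperones, 0.11 for DNA damage response and repair, 0.18 for genes of germ cells or other tissues. With the test without the strongest hairpin of each gene the value was -0.098 for MBD2, -0.24 for TAF5L, -0.070 for HDAC2, 0.030 for SIRT1. With voom with group weights the value was 0.033 for EP300, 0.092 for MPHOSPH8, 0.061 for SIRT5, 0.47 for MCM2, 0.15 for other lysine acetyltransferases, 0.46 for methyl-CpG readers, 0.011 for RNA cytosine methyltransferases, 0.35 for Polycomb repressive complex 1, 0.0037 for HP1 and H3K9 methylation, 0.34 for NuRD, 0.060 for sirtuins, 0.34 for lysine demethylases, 0.30 for arginine methyltransferases, 0.22 for PARP family, 0.54 for ribosome biogenesis and translation, 0.38 for DNA replication and histone chaperones, 0.15 for DNA damage response and repair, 0.26 for genes of germ cells or other tissues. Without single libraries the values ranged from -0.23 to 1.04 for CREBBP.9156, -0.56 to 0.028 for EP300, -0.13 to 0.16 for MCM2, -0.23 to 0.10 for other lysine acetyltransferases, -0.13 to 0.26 for methyl-CpG readers, -0.096 to 0.15 for Polycomb repressive complex 1, -0.094 to 0.13 for NuRD. They also ranged from -0.067 to 0.10 for lysine demethylases, -0.24 to 0.024 for arginine methyltransferases, -0.071 to 0.15 for PARP family, -0.10 to 0.24 for ribosome biogenesis and translation, -0.13 to 0.16 for DNA replication and histone chaperones, -0.091 to 0.050 for DNA damage response and repair, -0.11 to 0.13 for genes of germ cells or other tissues. They also ranged from -0.10 to 1.92 for NAA15.3385, -0.42 to 0.22 for MPHOSPH8, -0.36 to 0.25 for SIRT5, -0.20 to 0.16 for SIRT1, -0.16 to 0.42 for CARM1, -0.030 to 0.32 for nucleoside metabolism, -0.17 to 0.072 for sirtuins. They also ranged from -0.11 to 0.68 for NAA15.5276, -0.29 to 1.64 for MBD2, -0.0038 to 0.28 for INO80, SRCAP and TIP60, -0.050 to 0.19 for histone deacetylases, -0.084 to 0.35 for core essential genes.

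Mean log2 fold changes that kept their sign but moved by over 1.5 times with the replicate block, beside those given in the report, were 1.33 for BRD2, 1.34 for HELLS, 1.48 for UHRF1, 0.75 for MBD6, 1.46 for MBD2, 0.81 for HPRT1, 0.99 for RING1, 1.80 for ARID2, 1.13 for TAF5L, 1.23 for SETD1B. They were also 0.30 for HDAC2, 0.66 for HDAC7, -0.032 for SIRT1, 0.59 for JHDM1D, 0.48 for CARM1, 1.91 for FTSJ3, 1.97 for DDX56, 2.20 for SSRP1, 0.40 for MSH6, 2.38 for DHX8, 0.46 for DDX4. For lists they were -0.063 for HP1 and H3K9 methylation, 0.71 for BET bromodomain proteins, 0.89 for DNA methylation machinery, 0.54 for core essential genes, 0.41 for double-stranded RNA sensing and editing, 0.46 for SAGA, 0.23 for nucleoside metabolism, 0.45 for Polycomb repressive complex 2, 0.28 for histone deacetylases, 0.43 for COMPASS and MLL, 0.43 for INO80, SRCAP and TIP60, -0.046 for DNA demethylation.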

Other observations

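The tests of sequencing depth, of loss of hairpins against essential genes, of independent losses in single cultures, of the scale on which libraries are averaged and of a larger spread between the untreated libraries were chosen only after the result was seen. CREBBP was the most abundant target in untreated cells, with the highest mean log2 CPM of its hairpins among 912 genes, and ranked 5 under AZA. CREBBP.3254, CREBBP.2034 and CREBBP.1135 held ranks 1, 2 and 3 of all hairpins without drug and ranks 30, 9 and 16 with it. NAA15 moved from rank 632 to rank 10 of the genes, and NAA15.2439 from rank 259 to rank 1 of the hairpins. The untreated rank of NAA15 was lowered by NAA15.142 and NAA15.580, at ranks 6973 and 7126 of the hairpins without drug. Their untreated counts were 11, 3497 and 18, and 0, 22 and 1764. DHX9.3408, against an RNA helicase, and KAT8.422, against a lysine acetyltransferase and named after its values were seen, were at 0 in all untreated libraries and at least 213-fold and 192-fold higher under AZA, against a floor of 3 counts per library. KAT8.422 had 38.0 ± 31.7 CPM under AZA (mean ± SD, n = 3), with counts of 939, 1363 and 62, so its bound rests mainly on replicates 1 and 2.

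Hairpins against core essential genes were scarce more often than those against genes of germ cells or other tissues, which these cells need not express. In untreated libraries 42 of 183 core essential hairpins had under 10 counts in at least 1 library, against 12 of 272 (odds ratio 6.43, exact 95% interval 3.20 to 13.9). Under AZA they were 13 of 183 and 1 of 272 (odds ratio 20.6, exact 95% interval 3.05 to 880). Both intervals take hairpins as independent, although these target only 23 and 34 genes, and may be too narrow. The same hairpins were counted in both groups, and the ratio under AZA rests on 1 scarce hairpin of 272. These ratios therefore cannot tell whether the difference was stronger without drug. Of all hairpins, 503 were scarce in an untreated library, 390 of them in 1 only and 22 in all 3. If scarcity were independent between libraries, 0.177 would be expected in all 3. Under AZA 107 were scarce, 77 of them in 1 only and 5 in all 3. The starting pool was not counted, so hairpins scarce from the start cannot be told from hairpins lost in culture.

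The untreated libraries were less even than the AZA libraries. Depth does not account for this, since the Gini difference was 0.0935 with all libraries thinned to the smallest, and a few expanded hairpins do not either, since it was 0.0918 without the most abundant 1%. Loss of hairpins against essential genes in cells that divided more is not the whole cause, since hairpins against genes of germ cells or other tissues had a difference of 0.0804 (0.472 ± 0.0197 without drug, 0.391 ± 0.00522 under AZA, SD, n = 3 each). The spread shared by libraries of a group was 1.39 times wider without drug, and the variance private to a library was 3.47 times larger. The private part leaves room for independent losses in single cultures. Losses that strike rare hairpins in every culture would also widen the shared part, so these values cannot tell whether independent losses are the whole cause. Slower growth under AZA was not measured here and stays open, untested.

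CREBBP hairpins were lower and NAA15 hairpins higher under AZA, and neither rested on a single hairpin (edgeR rotation test without the strongest hairpin, adjusted p = 0.167 for CREBBP and 0.0684 for NAA15, and 6e-04 and 2e-04 before adjustment). The spread of abundances was wider without drug, by a ratio of 1.39 for the part shared by libraries of a group. Once both groups were put on one spread, the CREBBP residual lay at percentile 13.6 of 912 genes, against 0.110 before. The residual itself went from -1.20 to -0.37, against an SD of 0.376 over genes on one spread. A candidate explanation is that part of the CREBBP change reflects a narrower spread under AZA, which would lower the most abundant hairpins. The percentile gives imprecise genes the same weight as CREBBP, so it cannot show that the spread accounts for the rest. On one spread the CREBBP hairpins lay at percentile 7.22 to 66.5 of all hairpins. A specific sensitivity to AZA stays open here. The study examined it outside these files, in single knockdowns and with inhibitors of CBP and p300. The NAA15 residual lay at percentile 99.3 before and 99.9 on one spread, which argues against a narrower spread as the explanation for NAA15. It leans on NAA15.142 and NAA15.580, which were low in most untreated libraries and whose mean log2 CPM rose by 4.76 and 4.99. On one spread the NAA15 hairpins lay at percentile 69.9 to 99.6 of all hairpins.

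More genes had 5 or more lower than higher hairpins in the unpaired fit, 441 against 249. On mean log2 CPM the order turned, with 279 lower, which is in line with an effect of the scale on which libraries are averaged. Screens simulated without any change but with the larger spread of the untreated libraries had 56.2% lower hairpins. The excess of lower genes in the unpaired fit may therefore arise without depletion. The replicate block also turned the order, with 293 lower and 420 higher genes, and no simulated value is at hand for that fit. The sum of 690 genes exceeded the 637 to 688 of the central 95% of random assignments, which argues against hairpins that share nothing within a gene. No biological explanation of the excess was tested.

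The 6 libraries can be divided in 10 ways into groups of 3, too few for a share under 0.05. The real division called 5 hairpins, 0 genes and 5 lists and gave 690 genes by sign, against at most 0, 0, 0 and 681 in the others. As many were reached by 1, 10, 1 and 1 of the 10 divisions, the real one included. Among divisions that part all 3 replicate pairs, the real one had 408 hairpins at an unadjusted p under 0.05 and the others 151, 127 and 138, while the remaining 6 part 1 pair each.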
